A study of Mus musculus with 8 samples. Its data were reported in "Microglia–neuron crosstalk through Hex–GM2–MGL2 maintains brain homeostasis" (2025).

How the data were processed

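Nuclei from frozen mouse brain (thalamus by the series description and the study's methods) were sorted and profiled with the Chromium 3′ v3.1 chemistry in 4 groups named Hexb-Het, Hexb-Het-T, Hexb-KO and Hexb-KO-T. The 8 libraries are 1 gene expression and 1 tag (CMO) library per group, and the deposited matrices divide each group into 3 tagged pools, 12 in all. The deposited values are UMI counts per gene and nucleus barcode, which the authors made with Cell Ranger 7.1.0 on GRCm38 (mm10) with an added Gfp sequence, by the submitters' processing notes, which also name Seurat. The counts are not normalised. Barcodes were already split by tag, and 48276 of 48293 lay in the gene range kept below. Tag counts were left out of all totals and tests. Of the gene identifiers, 31961 match GENCODE release M21, from which coordinates were taken. Matrices of the same group were checked for repeats: the 12 pairs differed by 5.63 to 39.5 times counting noise (chi-squared per degree of freedom), so none repeats another.

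Nuclei with 300 to 4500 genes and under 0.1% mitochondrial and under 0.1% haemoglobin UMIs were kept, the limits the study states. This kept 43117 of 48293 barcodes (89.3%), and 47841 would pass if tag UMIs counted in the totals. The limits removed more of some classes than of others: 57.0% to 64.5% of endothelial nuclei and 92.5% to 94.7% of astrocytes passed. Doublets were marked with scrublet (scanpy 1.11.5, expected rate 0.06, automatic threshold) per run, 2.98% in Het, 4.99% in Het-T, 4.1% in KO and 4.47% in KO-T, and 1816 were removed, which left 41301 nuclei (85.5%). The study's further steps by hand were not repeated. Total counts per pool were 4312930 to 12419810 UMIs, with pool medians of 1943 to 2354.5 UMIs and 1140 to 1374.5 genes per kept nucleus.

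Counts were log-normalised, and 2000 variable genes, 30 principal components and 15 neighbours gave Leiden clusters at a resolution of 1 (leidenalg 0.10.2, igraph 0.11.9). A cluster was named when at least 3 markers of 1 class were detected in a share of 0.1 of its nuclei and raised by a log2 fold of 1 (pseudocount 5 CPM), with no other class above 0.6 of its score. Microglia/macrophage nuclei lay in clusters 8 and 10. Cluster 10 held 96.6% of the class in Het and 81.3% in KO, and cluster 8 held 85.9% in Het-T and 78.3% in KO-T. By group, cluster 0 held 47.4% to 59.4% of astrocytes and cluster 7 held 49.7% to 57.6% of neurons, and shares per pool varied more. The microglia class was clustered again (20 components) without Gfp, Hexb and the homeostatic, disease and marrow-derived lists. A subcluster was donor-rich when its share of Gfp-positive nuclei in transplanted pools was at least 0.5 times the highest share, host-rich when it was at most 0.25 times, and mixed otherwise, and host-rich nuclei were tested only without a Gfp UMI.

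Raw counts were summed per pool and class (at least 10 nuclei) and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, robust, TMM scaling, filterByExpr). One fit of the 12 pools gave KO against Het, Het-T against Het, KO-T against KO, KO-T against Het-T and their interaction. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Levels are TMM-scaled CPM relative to the UMIs of tested genes, whereas values said to be of class UMIs are plain CPM of all UMIs of the class. Gfp-positive and Gfp-negative microglia of the 6 transplanted pools were compared with the pool as a block. Shares of cell types were tested with edgeR on nuclei per type, with the total as library size, and shares of Gfp-positive nuclei with two-sided exact permutation tests, for which 3 against 3 pools allow no p below 0.1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 served for the rest.

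Gene lists written before the data were examined were tested with camera (limma 3.58.1, preset correlation 0.01) and with camera at an estimated correlation, 18 to 30 lists per class. Those reported are the homeostatic and disease microglia lists (both partly chosen by the study on these samples), the study's marrow-derived and debris-linked lists (wholly so) and the general marrow-derived list, together with lists for lysosome, interferon response, phagocytosis and lipids, antigen presentation, reactive glia, astrocyte homeostasis, cholesterol synthesis, disease oligodendrocytes, myelin, p53 response, and synapse and excitability. Genes were named by a rule fixed at the same time. For each class and comparison of groups it takes up to 10 genes up and 10 down with the largest log2 fold change among called genes with at least 20 CPM in the higher group and no overlap between pools, up to 4 members of each list with the smallest adjusted p, and a set of microglia genes. Genes named Gm or Rik, mitochondrial, ribosomal and Y-linked genes and Xist are skipped in the first part. Cst7 and Mgl2 belong to the set but had too few counts to be tested. Folds against groups without a count are bounds against a floor of 3 counts over the group.

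Gene tests of whole classes were recomputed with RLE size factors, DESeq2 1.42.0, no filter on low counts, only the 2 groups compared, doublets kept, the gene range alone as filter, the matrix number as a block, and without each pool. Host-rich microglia (KO against Het and KO-T against KO) and the Gfp comparison were recomputed with RLE, without the filter and without each pool. Set at the same time were also neurons with Slc17a6, 2 Gfp UMIs as the limit, nuclei thinned to 1000 UMIs, mixed subclusters added to the host-rich ones, Leiden resolutions of 0.5 and 2, shares without neurons and oligodendrocytes, a higher minimum of genes per nucleus, and nuclei named one by one. Chosen after seeing the data were the microglia class without subcluster 6, the largest neuron cluster, oligodendrocyte clusters 3 and 9, astrocytes without cluster 13, the share of ribosomal UMIs as a covariate, and the fit without 3 pools with high Fkbp5. The pipeline was also tested on simulated counts with the pools' depth and spread, in which 200 genes differed between KO and Het: of genes changed 2-fold it called 39.7% in microglia, 60.3% in astrocytes, 52.9% in oligodendrocytes, 42% in neurons, 31.4% in endothelial nuclei and 46.9% in host-rich microglia, and 1% to 10% of the calls were false. The tag libraries hold no further measurement and were not used. The other classes, pericytes and fibroblasts among them, were not tested for gene expression.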

Results

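Nuclei from frozen mouse thalamus were profiled by droplet RNA sequencing in 4 groups that crossed the Hexb genotype with microglia replacement. Hexb (ENSMUSG00000021665, chromosome 13, 97176331 to 97198357, minus strand, GRCm38) encodes the beta subunit of the lysosomal hexosaminidases that break down GM2 ganglioside. Het and KO name the heterozygous and the Hexb-deficient genotype, and the suffix T marks recipients that lost their microglia to a CSF1R inhibitor and irradiation and then received Cx3cr1-GFP reporter bone marrow with a working Hexb allele. Each group had 3 tagged pools of nuclei in a single gene expression library. The Het pools held 10410033, 9396150 and 10196365 UMIs over all barcodes, and the Het-T pools held 12419810, 11958773 and 11451910. The KO pools held 4312930, 11144605 and 10491675, and the KO-T pools held 7255784, 8581347 and 8395301. Each group was loaded as its own droplet run, so run and group cannot be told apart in any comparison between groups. No label says that the pools are separate animals, so the p-values measure the spread between pools. Of 48293 barcodes, 41301 nuclei were kept, 1432 to 4143 per pool, with medians of 1943 to 2354.5 UMIs and 1140 to 1374.5 genes per pool.

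By their markers, 27 of 37 clusters fell into 11 classes. Microglia/macrophage-like, astrocyte-like, oligodendrocyte-like, neuron-like and endothelial-like nuclei, called by those names without the suffix from here on, were tested for gene expression. The other 10 clusters did not meet the naming rule and stayed unnamed, with 1135 nuclei (2.75% of those kept). Unnamed nuclei made up 0.458% to 5.14% of each pool except KO replicate 2, where they made up 10.4%. The unnamed clusters included 93 nuclei led by the pituitary hormone genes Prl, Pomc and Gh, of which 67 came from KO replicate 2. Pomc was also higher in microglia, astrocytes, oligodendrocytes and neurons of every KO pool than in those of any other pool, for example at 34.0 to 91.8 CPM of class UMIs in astrocytes against at most 4.0.

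In microglia, Hexb transcripts were present in every group, and the KO pools held 1268 ± 368 CPM against 1765 ± 277 in Het pools (mean ± SD over 3 pools in each group, as for all levels that follow). The log2 fold change of Hexb was -0.47 ± 0.17 (SE) and did not pass the edgeR test (adjusted p = 0.0712), although it passed without Het replicate 1 (-0.58, adjusted p = 0.0316) and without KO replicate 2 (-0.71, adjusted p = 0.00144). In microglia with little sign of donor origin (host-rich nuclei, defined with the Gfp counts), Hexb fell by 0.66 ± 0.17 on the log2 scale in KO pools (adjusted p = 0.00612), a call lost without Het replicate 3 (-0.60, adjusted p = 0.0547) or KO replicate 1 (-0.53, adjusted p = 0.0857). Astrocytes held 21.1 to 24.1 CPM of Hexb in the KO pools and 37.8 to 54.6 in the Het pools, without overlap. In KO-T microglia Hexb was at 1032 ± 86.9 CPM, with a log2 fold change over KO of -0.31 ± 0.17 (adjusted p = 0.357). A 3′ tag library reads the end of the transcript, so these values say little about whether the deficient allele yields a working enzyme.

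The reporter transcript Gfp asked how much of the microglia class came from the donor. It was found in 10.6 ± 4.28% of the microglia of Het-T pools (34 of 357, 18 of 261 and 80 of 524 nuclei) and in 5.82 ± 2.49% of those of KO-T pools (6 of 186, 21 of 256 and 10 of 166). The shares per pool were 9.52% (95% exact Clopper-Pearson interval 6.69 to 13.05), 6.90% (4.14 to 10.68) and 15.27% (12.3 to 18.64) in Het-T, and 3.23% (1.19 to 6.89), 8.20% (5.15 to 12.27) and 6.02% (2.93 to 10.8) in KO-T. No microglia nucleus of the 6 other pools had a Gfp UMI, which allows shares of up to 1.28% to 3.80% per pool (3 counts of the total). Astrocytes of the same transplanted pools, which should lack the reporter, showed it in 0.33%, 0.48% and 0.41% of Het-T and 0.14%, 0.16% and 0% (up to 0.20%) of KO-T nuclei. Each transplanted group differed from its untransplanted group with an exact permutation p = 0.1 (two-sided), the smallest that 3 against 3 pools allow. The test of KO-T against Het-T gave an exact permutation p = 0.2. Intervals and limits cover counting error only, and a nucleus without a Gfp UMI is not thereby of host origin.

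Reclustering of the class without Gfp, Hexb and the homeostatic, disease and marrow gene lists separated donor-rich from host-rich microglia. The donor-rich subclusters were led by Cmah, Mrc1 and Klra2, by Slamf7, Lilrb4b and Cd36, by F13a1 and Vcam1, by the interferon-induced Mx1 and Oasl2, and by the antigen presentation genes Cd74 and H2-Eb1. They held 84.5 ± 11.8% of the microglia in Het-T, 77.1 ± 16.1% in KO-T, 3.73 ± 1.20% in Het and 4.57 ± 0.681% in KO (exact permutation p = 0.1 for each transplanted group, two-sided, n = 3 pools). Among the host-rich nuclei, subcluster 1 was led by homeostatic-like genes such as Csmd3, Nav3 and Sall1, and subcluster 2 by Lrguk, Cacna1a and Prkg1. Subcluster 1 held 97.6 ± 1.83% of the host-rich nuclei in Het, 92.5 ± 2.18% in Het-T, 13 ± 8.66% in KO and 69.9 ± 10.9% in KO-T. In KO it held 11 of 74 nuclei (14.9%, exact interval 7.7 to 25), 28 of 136 (20.6%, 14.1 to 28.4) and 8 of 224 (3.57%, 1.6 to 6.9). In KO-T it held 60 of 75 (80%, 69.2 to 88.4), 14 of 24 (58.3%, 36.6 to 77.9) and 20 of 28 (71.4%, 51.3 to 86.8). KO and KO-T did not overlap (exact permutation p = 0.1, two-sided, the smallest possible). A further host-rich subcluster of 52 nuclei was led by Gpnmb and Atp6v0d2, and 39 of these nuclei came from KO replicate 3.

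**Figure D1:**
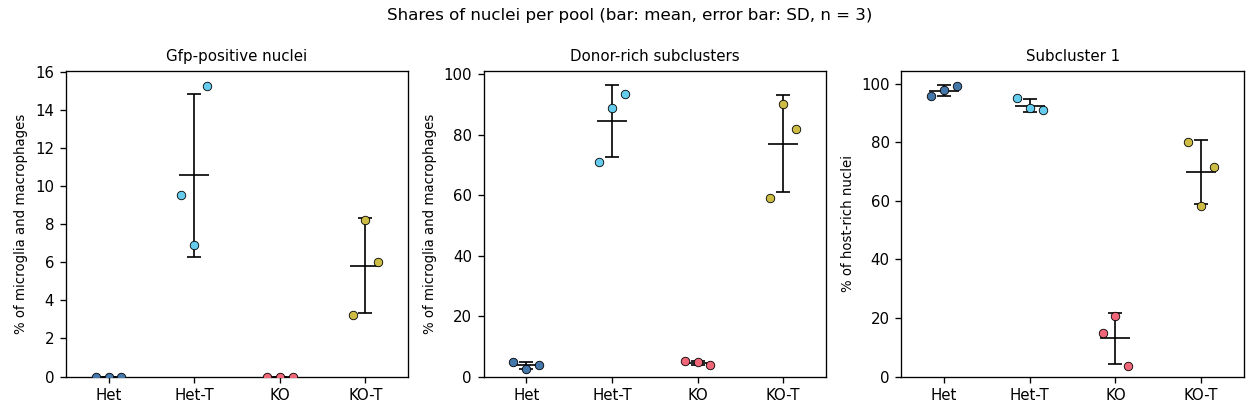
Share of microglia/macrophage-like nuclei with a Gfp UMI, share in donor-rich subclusters, and share of host-rich nuclei in the homeostatic-like subcluster 1, in percent, for the 3 pools of each group (points) with the mean and SD (bars). Gfp is absent from the Het and KO pools, and subcluster 1 holds a lower share of the host-rich nuclei in KO than in any other group.

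KO against Het asked what loss of Hexb does in the untransplanted brain. KO microglia held more transcripts of some genes known from activated microglia and fewer of some homeostatic genes. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779), a pattern receptor of disease-associated microglia, was at 99.1 ± 36.8 CPM in KO and had no count in Het, at least 22.2-fold higher against a floor of 3 counts over the group (adjusted p = 5.25e-08). The lysosomal protease gene Ctsb rose from 294 ± 49.6 to 658 ± 131 CPM (log2 fold change 1.15 ± 0.19, adjusted p = 8.66e-05). Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516), a microglia surface marker, fell from 260 ± 27.9 to 82.4 ± 46.2 CPM (-1.58 ± 0.32, adjusted p = 0.00145). Gpnmb was at 718 ± 608 CPM in KO and at 0 in Het, at least 161-fold higher, and Spp1 at 187 ± 147 against 7.45 ± 2.57 CPM, but their spread kept both from passing (adjusted p = 0.0722 and 0.0721). Without KO replicate 2 Gpnmb and Spp1 passed (adjusted p = 0.0113 and 0.0186). P2ry12 (-0.67 ± 0.34, adjusted p = 0.293), Sall1 (-0.79 ± 0.42, adjusted p = 0.311) and Cx3cr1 (-0.23 ± 0.16, adjusted p = 0.428) did not pass, although P2ry12 passed without KO replicate 2 (-1.22, adjusted p = 8e-06).

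Of the 23 disease genes tested in microglia, 13 rose and 1 fell in KO (17 and 1 adjusted over the list alone), among them the growth factor gene Csf1 (log2 fold change 3.12 ± 0.56, adjusted p = 0.000345). Of 18 homeostatic genes, 5 fell and none rose (6 and 0 adjusted over the list alone), among them Olfml3 (-2.11 ± 0.37, adjusted p = 0.000112). Camera with its preset correlation called both lists (adjusted p = 1.06e-13 and 1.63e-05), but with an estimated correlation the adjusted p was 0.0675 and 0.215. The study chose part of both lists on these samples, so their directions are not independent evidence. Of 15 interferon-response genes, 5 rose and none fell (9 and 0 over the list alone, adjusted p = 0.0675 with an estimated correlation). Of 35 lysosomal genes, 5 rose (10 up and 3 down adjusted over the list alone, adjusted p = 0.273 with an estimated correlation). In all, 355 genes rose and 412 fell among 7202 tested. Astrocyte genes moved with this group: 9 of 14 tested genes of the astrocyte homeostasis list fell in KO (11 adjusted over the list alone, adjusted p = 0.0397 with an estimated correlation). A subcluster of 69 nuclei led by Gpc5 and Trpm3 held 50 nuclei from Het. Without that subcluster 273 genes rose and 198 fell (471), and with doublets kept 300 rose and 207 fell (507), so more genes rose than fell in both. Without KO replicate 3, 447 passed.

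In host-rich microglia, 204 genes rose and 174 fell among 3976 tested (240 in all without Het replicate 3). The inhibitory receptor gene Lilrb4a rose from 7.11 ± 1.80 CPM in Het to 311 ± 167 CPM in KO (log2 fold change 5.34 ± 0.56, adjusted p = 3.42e-09). Clec7a (at least 16.9-fold higher, adjusted p = 3.64e-06) and Ms4a7 (at least 20.9-fold, adjusted p = 0.00158) had no count in Het host-rich nuclei. Cst3, a secreted cathepsin inhibitor abundant in resting microglia, fell from 9593 ± 2503 to 2341 ± 493 CPM (-2.05 ± 0.17, adjusted p = 1.29e-14). Of 17 homeostatic genes, 11 fell and none rose (13 and 0 adjusted over the list alone), including Nav3 (-1.26 ± 0.18, adjusted p = 7.87e-07) and Tmem119 (-1.67 ± 0.31, adjusted p = 0.000134). Of 19 disease genes, 8 rose and 1 fell (14 and 2 over the list alone). With an estimated correlation the adjusted p was 0.115 for the homeostatic and 0.197 for the disease list, and neither list is independent evidence.

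**Figure D2:**
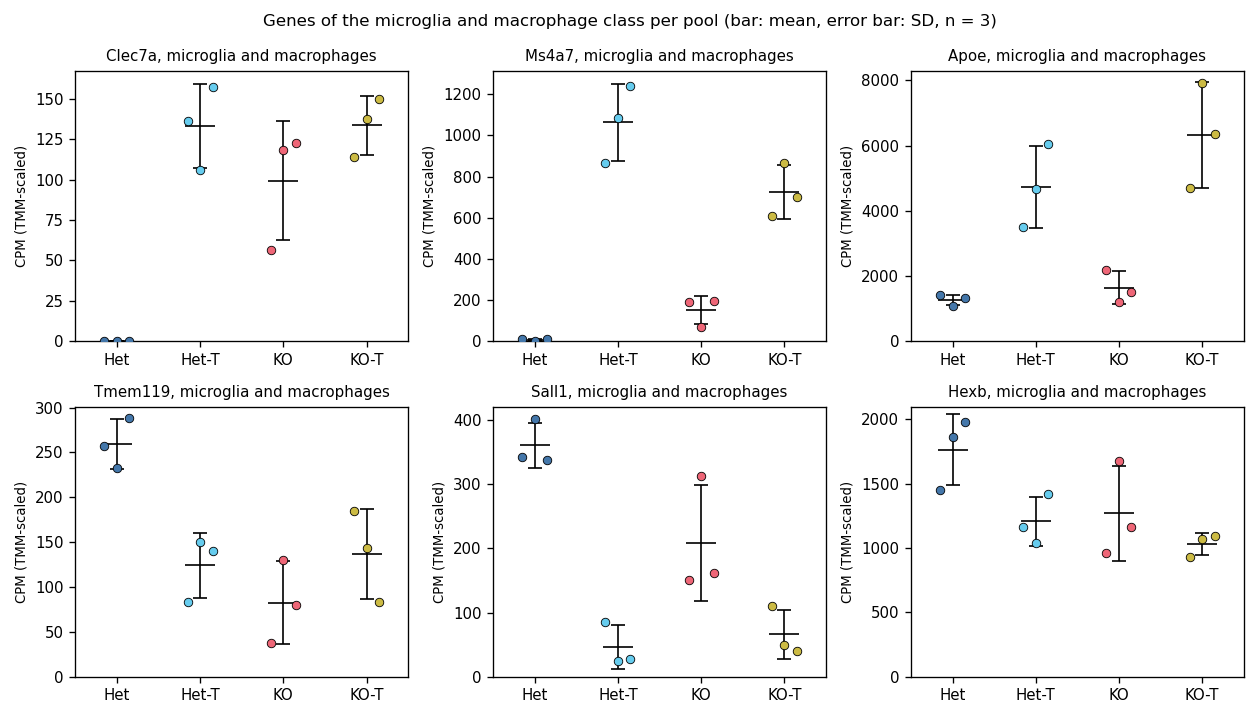
Expression of Clec7a, Ms4a7, Apoe, Tmem119, Sall1 and Hexb in the microglia/macrophage-like class, in TMM-scaled CPM, for the 3 pools of each group (points) with the mean and SD (bars). Clec7a is at 0 in all Het pools and present in every pool of the other groups.

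Astrocytes of KO pools held more transcripts of reactive-astrocyte genes. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912), the intermediate filament of reactive astrocytes, rose from 38.1 ± 6.94 CPM in Het to 279 ± 97.1 CPM in KO (log2 fold change 2.86 ± 0.27, adjusted p = 0.000589). The complement gene C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose from 23.7 ± 14.0 to 145 ± 41.8 CPM (2.59 ± 0.41, adjusted p = 0.00889). Cpne8, a membrane-binding protein gene, rose from 9.56 ± 2.39 to 46.0 ± 9.57 CPM (2.23 ± 0.22, adjusted p = 0.000192), and the vitronectin gene Vtn fell from 44.1 ± 2.64 to 13.7 ± 2.58 CPM (-1.65 ± 0.18, adjusted p = 0.0004). Of 23 reactive-astrocyte genes tested, 7 rose and 1 fell (13 and 3 adjusted over the list alone), among them Serpina3n (3.27 ± 0.52, adjusted p = 0.00622). Camera called this list (adjusted p = 4.76e-09), with adjusted p = 0.254 with an estimated correlation.

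Most astrocyte calls of KO against Het went down, 642 of 942 among 14473 genes tested, and ribosomal and housekeeping transcripts moved with them. Ribosomal protein genes gave 0.30% to 0.39% of astrocyte UMIs in the KO pools and 0.44% to 0.62% in the Het pools. The housekeeping gene Actb (-1.42 ± 0.22, adjusted p = 0.00622) fell, and the neuronal RNA Meg3 rose (1.97 ± 0.30, adjusted p = 0.00639). Of 19 cholesterol synthesis genes, 3 fell and none rose (14 and 0 adjusted over the list alone, adjusted p = 0.474 with an estimated correlation). Of 5 genes the study linked to debris, 4 fell (5 adjusted over the list alone, adjusted p = 0.382 with an estimated correlation), which is not independent evidence. With the ribosomal share as a covariate, 8 astrocyte genes passed, Cpne8 and Vtn among them, while Gfap (3.04, adjusted p = 0.135) and C4b (2.29, adjusted p = 0.329) did not. With only the Het and KO pools fitted 8 genes passed as well. Without Het replicate 2, 416 genes passed, and without Het replicate 3, 187.

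Oligodendrocytes of KO pools also held more transcripts of reactive-glia genes. C4b rose from 16.3 ± 9.38 CPM in Het to 128 ± 42.5 CPM in KO (log2 fold change 3.03 ± 0.32, adjusted p = 0.000225), Gfap from 4.30 ± 0.315 to 34.6 ± 19.8 CPM (3.03 ± 0.45, adjusted p = 0.00234), and the interferon signalling gene Stat1 from 16.8 ± 3.69 to 42.7 ± 9.53 CPM (1.40 ± 0.23, adjusted p = 0.00301). Of 11 reactive-glia genes, 5 rose and none fell (8 and 0 adjusted over the list alone), and camera called the list with the preset and the estimated correlation (adjusted p = 1.48e-09 and 0.0275). RNA of other cells moved with this group, Pomc at 75.6 ± 32.8 against 2.55 ± 2.17 CPM and the choroid plexus gene Ttr at 94.2 ± 47.9 against 15.6 ± 3.72 CPM. In total, 203 genes rose and 195 fell among 10865 tested. Clusters 3 and 9 held 78.2% and 21.2% of Het oligodendrocytes but 25.6% and 23% of those of KO. Cluster 5 held 41.6% of those of KO, nearly all from replicate 3 (25 of 472, 15 of 240 and 596 of 818 nuclei per pool). In clusters 3 and 9 alone 215 genes passed, and with only the 2 groups fitted 46. The number was 142 and 64 without Het replicates 2 and 3, and 1052 and 165 without KO replicates 2 and 3.

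In neurons of KO pools, 10 genes rose and 85 fell among 11788 tested. The ubiquitin gene Ubb fell from 422 ± 27.0 CPM in Het to 169 ± 54.2 CPM in KO (log2 fold change -1.33 ± 0.17, adjusted p = 0.00167) and the tubulin gene Tuba1a from 230 ± 40.7 to 105 ± 15.6 CPM (-1.12 ± 0.14, adjusted p = 0.00167). Of the 5 debris-linked genes, 4 fell (5 over the list alone, adjusted p = 0.0363 with an estimated correlation), which is not independent evidence, and none of 23 genes of the synapse and excitability list passed, over all genes or over the list alone. Ribosomal protein genes gave 0.30% to 0.32% of neuronal UMIs in the KO pools and 0.41% to 0.48% in the Het pools. These genes lost their calls with the ribosomal share as a covariate and with only the 2 groups fitted (0 genes passed with edgeR in each). The number of genes was 27 and 33 without Het replicates 2 and 3, and 38 and 18 without KO replicates 2 and 3.

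In endothelial nuclei, 75 genes rose and 191 fell in KO among 3472 tested. Plat, the tissue plasminogen activator, rose from 50.2 ± 28.2 CPM in Het to 236 ± 104 CPM in KO (log2 fold change 2.40 ± 0.48, adjusted p = 0.00255), and the ceramidase gene Acer2 from 196 ± 54.7 to 744 ± 345 CPM (1.95 ± 0.34, adjusted p = 0.00122). The clock output gene Dbp, also lower in Het-T, fell from 317 ± 23.9 to 23.1 ± 26.6 CPM (-3.34 ± 0.47, adjusted p = 4.5e-06). All 3 lost their calls with the ribosomal covariate (59 genes passed). The number was 111 and 106 without Het replicates 2 and 3 and 158 without KO replicate 3.

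Het-T against Het asked what the inhibitor, irradiation and marrow together do in a brain with Hexb. No group tells these parts of replacement apart. The microglia class took on genes of marrow-derived macrophages and lost genes of resident microglia. Ms4a7 (ENSMUSG00000024672, chromosome 19, 11321039 to 11336146), a membrane gene of macrophages, rose from 5.93 ± 5.17 CPM in Het to 1063 ± 187 CPM in Het-T (log2 fold change 7.39 ± 0.42, adjusted p = 1.04e-09). Apoe, the lipid carrier, rose from 1268 ± 163 to 4736 ± 1266 CPM (1.90 ± 0.27, adjusted p = 0.000525). Ms4a4a (at least 46.7-fold, adjusted p = 0.00792), Clec7a (at least 29.8-fold, adjusted p = 3.05e-10) and Gfp (at least 18.3-fold, adjusted p = 6.39e-05) had no count in Het. Sall1, a transcription factor of microglial identity, fell from 361 ± 35.6 to 45.6 ± 34.1 CPM (-3.00 ± 0.44, adjusted p = 0.000686), Csmd3 from 4071 ± 164 to 276 ± 81.4 CPM (-3.90 ± 0.50, adjusted p = 0.000621) and Tmem119 to 124 ± 36.2 CPM (-1.06 ± 0.25, adjusted p = 0.00322). Hexb fell by 0.55 ± 0.16 on the log2 scale (adjusted p = 0.0161), a call lost without Het-T replicate 1 or 2 or Het replicate 2 or 3 (-0.49 to -0.43, adjusted p = 0.0786 to 0.124).

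All 14 general marrow-derived genes tested in microglia rose in Het-T, for example Clec12a (log2 fold change 6.25 ± 0.58, adjusted p = 6.01e-10). All 13 genes of the study's own marrow-derived list rose too, for example the mannose receptor gene Mrc1 (5.36 ± 0.44, adjusted p = 7.43e-09), which is not independent evidence. Both numbers were the same adjusted over the list alone, and the calls of camera held with an estimated correlation (adjusted p = 0.00396 and 0.00229). Of 15 interferon-response genes, 10 rose and none fell, over the list alone as well (adjusted p = 0.0175 with an estimated correlation), led by Ifi203 (5.58 ± 0.47, adjusted p = 7.79e-10). Of 16 phagocytosis and lipid genes, 7 rose and 2 fell (9 and 2 over the list alone, adjusted p = 0.0261 with an estimated correlation), including Axl (3.93 ± 0.37, adjusted p = 5.46e-09), a receptor for dying cells. Of 18 homeostatic genes, 11 fell and 1 rose (15 and 1 over the list alone, adjusted p = 0.131 with an estimated correlation). Of 23 disease genes, 9 rose and 1 fell (10 and 1 over the list alone, adjusted p = 0.124 with an estimated correlation). Neither of the last lists is independent evidence. In all, 575 genes rose and 671 fell among 7202 tested. Astrocyte RNA moved with this comparison: 13 of 14 genes of the astrocyte homeostasis list fell (13 adjusted over the list alone, adjusted p = 0.0168 with an estimated correlation). Without the subcluster led by Gpc5 and Trpm3, 492 genes rose and 436 fell, so the excess of genes that fell does not hold.

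Fewer genes passed in the other classes of Het-T, and their numbers depend on the setting. In astrocytes, oligodendrocytes, neurons and endothelial nuclei they were 12, 2, 3 and 2. Without the filter on low counts they were 40, 28, 61 and 13, and with only the 2 groups fitted 31, 35, 6 and 22. In astrocytes, 8 genes rose and 4 fell among 14473 tested. The glutamate receptor gene Gria3 rose from 7.83 ± 1.57 CPM in Het to 34.8 ± 2.89 CPM in Het-T (log2 fold change 2.15 ± 0.22, adjusted p = 0.000448), the p53 target Eda2r from 1.65 ± 0.463 to 8.25 ± 2.09 CPM (2.30 ± 0.31, adjusted p = 0.00367), and the collagen-processing gene Pcolce2 fell from 24.8 ± 3.15 to 7.93 ± 0.263 CPM (-1.64 ± 0.21, adjusted p = 0.00239). Of 14 p53-response genes 1 rose (5 adjusted over the list alone), and camera called the list with the preset and the estimated correlation (adjusted p = 5.74e-13 and 0.00652). Of 23 reactive-astrocyte genes none passed over all genes (5 up over the list alone, adjusted p = 0.072 with an estimated correlation), with Gfap at 88.5 ± 20.7 CPM (1.22 ± 0.27, adjusted p = 0.273). Transcripts of marrow-derived cells were counted in other classes as well: Lyz2, a lysozyme gene of myeloid cells, rose in astrocytes to 22.6 ± 1.47 from 1.12 ± 0.707 CPM (4.29 ± 0.30, adjusted p = 5.46e-06) and in oligodendrocytes to 31.9 ± 3.99 from 2.24 ± 1.62 CPM (3.84 ± 0.47, adjusted p = 0.0012). Ms4a7 rose in astrocytes (5.81 ± 0.72, adjusted p = 0.002). Without Het-T replicate 2 the astrocyte number was 7.

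In oligodendrocytes of Het-T pools 1 gene, Lyz2, rose and 1 fell, the pituitary hormone gene Prl, which was at 16.0 ± 5.40 CPM in Het and had no count in Het-T. In neurons 2 genes rose, Lyz2 (log2 fold change 3.80 ± 0.56, adjusted p = 0.0145) and the RNA 1700016P03Rik (1.83 ± 0.28, adjusted p = 0.0145), and Vps50, which encodes a vesicle trafficking protein, fell (-1.28 ± 0.18, adjusted p = 0.0145). Prl, Lyz2 in neurons and 1700016P03Rik were named after their values were seen. The call of Vps50 was lost without any single Het-T pool (adjusted p = 0.0887 to 0.109) and without Het replicate 1 (adjusted p = 0.147) or Het replicate 2 (adjusted p = 0.26). The neuronal total was 1 without Het-T replicate 1 or Het replicate 1 and 0 (with edgeR) without Het-T replicate 2 or 3 or Het replicate 2. In endothelial nuclei the cell cycle inhibitor Cdkn1a, a p53 target, rose from 60.4 ± 30.1 CPM in Het to 291 ± 29.4 CPM in Het-T (2.38 ± 0.42, adjusted p = 0.0138). It was the single p53-response gene of 3 to pass (2 adjusted over the list alone, adjusted p = 0.0246 with an estimated correlation). The Cdkn1a call was lost without any single pool except Het replicate 1 (adjusted p = 0.0575 to 0.191). Endothelial nuclei gave 1 gene up and 1 down, the latter Dbp (-1.39 ± 0.28, adjusted p = 0.0138), whose call was lost without any single pool of the 2 groups (adjusted p = 0.0575 to 0.326). Their total was 0 without Het-T replicate 1 or 2 or Het replicate 3 (with edgeR) and 1 without Het-T replicate 3 or Het replicate 1 or 2. With DESeq2 no endothelial gene passed.

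KO-T against KO asked what replacement does in the Hexb-deficient brain. The microglia class again gained marrow-derived genes. The transglutaminase gene F13a1 was at 108 ± 6.26 CPM in KO-T and had no count in KO, at least 19.9-fold higher (adjusted p = 1.14e-07). Clec12a rose from 1.20 ± 2.08 to 141 ± 47.8 CPM (log2 fold change 6.04 ± 0.63, adjusted p = 1.85e-08) and Apoe from 1632 ± 507 to 6323 ± 1619 CPM (1.97 ± 0.28, adjusted p = 0.00148). Prkg1, a cGMP-dependent kinase gene that was higher in KO than in Het, fell from 718 ± 210 to 35.9 ± 20.1 CPM (-4.23 ± 0.33, adjusted p = 1.14e-07). Of the 14 general marrow-derived genes 12 rose (13 adjusted over the list alone), for example Tmem176b (3.29 ± 0.30, adjusted p = 1.61e-09). Of the study's 13 genes 11 rose (13 over the list alone), for example Arhgap15 (4.59 ± 0.32, adjusted p = 1.69e-06). Both calls held with an estimated correlation (adjusted p = 0.00361 each), the study's list being no independent evidence.

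Disease and homeostatic genes of the whole microglia class did not move as a group in KO-T against KO. Of 23 disease genes, 4 rose and 3 fell (7 and 4 adjusted over the list alone, adjusted p = 0.685 with an estimated correlation), with Cybb higher (log2 fold change 2.65 ± 0.34, adjusted p = 7.6e-05) and Gpnmb (-1.58 ± 1.0, adjusted p = 0.502), Spp1 (0.14 ± 0.70, adjusted p = 0.951) and Ctsb (0.15 ± 0.18, adjusted p = 0.731) not passing. Of 18 homeostatic genes, 1 rose and 1 fell (2 and 5 over the list alone, adjusted p = 0.742 with an estimated correlation). The one that rose was Olfml3 (1.74 ± 0.37, adjusted p = 0.00214), while Tmem119 (0.68 ± 0.34, adjusted p = 0.3) and Sall1 (-1.67 ± 0.52, adjusted p = 0.102) did not pass, although Sall1 passed without KO-T replicate 1 (-2.20, adjusted p = 0.0383). Neither list is independent evidence. In all, 261 genes rose and 228 fell among 7202 tested. Without KO-T replicate 2, 251 passed, and without KO-T replicate 3, 310. Without the 3 pools in which Fkbp5, a glucocorticoid-induced gene, was high (KO replicate 3 and KO-T replicates 2 and 3), 112 passed, and the call of Apoe was lost (1.52, adjusted p = 0.172). That leaves a single KO-T pool, which is assumed to vary like the others, so such numbers say little about Fkbp5.

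In host-rich microglia, 28 genes rose and 25 fell in KO-T against KO. The deacetylase gene Hdac9 rose from 372 ± 185 to 1133 ± 210 CPM (log2 fold change 1.69 ± 0.23, adjusted p = 7.35e-06) and the signalling gene Arhgap15 from 109 ± 52.4 to 501 ± 59.5 CPM (2.39 ± 0.36, adjusted p = 7.64e-05). Arhgap15 is on the study's marrow-derived list and also rose in host-rich nuclei of Het-T against Het (1.96 ± 0.32, adjusted p = 0.00025), so its rise may include donor RNA. Prkg1 fell from 823 ± 321 to 43.6 ± 50.7 CPM (-4.42 ± 0.52, adjusted p = 7.35e-06). Of 17 homeostatic genes, 3 rose and none fell (5 and 0 adjusted over the list alone), with a median of 0.28 on the log2 scale, and camera called the list (adjusted p = 2.27e-05) but not with an estimated correlation (adjusted p = 0.32). The list is not independent evidence. The 3 were Nav3 (1.03 ± 0.19, adjusted p = 0.000383), Olfml3 (2.50 ± 0.45, adjusted p = 0.00027) and Slc2a5 (2.25 ± 0.59, adjusted p = 0.0295), and each call was lost without KO-T replicate 1 (adjusted p = 0.0736, 0.596 and 0.243). Slc2a5 also lost its call without KO-T replicate 2 (adjusted p = 0.103), KO replicate 1 (adjusted p = 0.0675) or KO replicate 3 (adjusted p = 0.126). Tmem119 (1.16 ± 0.40, adjusted p = 0.18), P2ry12 (0.08 ± 0.24, adjusted p = 0.956) and Sall1 (0.24 ± 0.30, adjusted p = 0.84) did not pass, although Tmem119 and P2ry12 passed without KO replicate 2 (1.53 and 0.63, adjusted p = 0.0218 and 0.0477). Without KO-T replicate 1 the number of genes was 23, and without KO replicate 2 it was 105.

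Astrocytes of KO-T pools held less Gfap than those of KO pools and more transcripts of p53 targets. Gria3 rose from 7.24 ± 2.21 CPM in KO to 45.7 ± 11.2 CPM in KO-T (log2 fold change 2.62 ± 0.24, adjusted p = 8.33e-05) and Eda2r from 0.891 ± 0.290 to 9.12 ± 1.30 CPM (3.30 ± 0.38, adjusted p = 0.00073). Of 14 p53-response genes, 4 rose and none fell (6 and 0 adjusted over the list alone, adjusted p = 0.0324 with an estimated correlation). Gfap fell from 279 ± 97.1 to 88.9 ± 9.54 CPM (-1.64 ± 0.26, adjusted p = 0.0236), close to the 88.5 ± 20.7 CPM of Het-T, but the call was lost without KO-T replicate 2 (adjusted p = 0.104) or KO-T replicate 3 (adjusted p = 0.0923). Of 23 reactive-astrocyte genes, 2 fell (1 up and 3 down over the list alone, adjusted p = 0.294 with an estimated correlation), and C4b was at 76.2 ± 27.0 CPM in KO-T (-0.91 ± 0.39, adjusted p = 0.247). Oligodendrocyte and neuronal RNA moved with this comparison: of 16 myelin genes 4 rose in astrocytes (11 over the list alone, adjusted p = 0.0668 with an estimated correlation), Plp1 among them (1.09 ± 0.13, adjusted p = 0.00073). The neuronal RNA Snhg11 (-1.38 ± 0.13, adjusted p = 8.33e-05) and Pomc (-5.26 ± 0.45, adjusted p = 8.33e-05) fell. In all, 78 genes rose and 72 fell among 14473 tested. The ribosomal share was 0.44% to 0.47% in KO-T, above the 0.30% to 0.39% of KO. With it as a covariate 14 genes passed, and with only the 2 groups fitted 8. The number was 13 and 14 without KO-T replicates 2 and 3, and 401 and 383 without KO replicates 1 and 3.

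In oligodendrocytes of KO-T pools, 51 genes rose and 42 fell against KO. The myelin enzyme gene Cnp rose from 252 ± 65.1 to 568 ± 40.1 CPM (log2 fold change 1.17 ± 0.17, adjusted p = 0.00318). Of 17 myelin genes 3 rose (4 adjusted over the list alone), and camera called the list (adjusted p = 0.0176), with adjusted p = 0.242 with an estimated correlation. C4b fell from 128 ± 42.5 to 51.6 ± 6.81 CPM (-1.34 ± 0.26, adjusted p = 0.0281), a call lost without KO-T replicate 2 (adjusted p = 0.184) or KO-T replicate 3 (adjusted p = 0.0828). It was the single reactive-glia gene of 11 to pass (6 down over the list alone, adjusted p = 0.079 with an estimated correlation). Pomc, an RNA of other cells, fell from 75.6 ± 32.8 to 2.55 ± 0.773 CPM (-4.81 ± 0.46, adjusted p = 5.37e-05). Oligodendrocytes of KO replicate 3 and KO-T replicates 2 and 3 held Fkbp5 at 254.3, 302.0 and 362.1 CPM of class UMIs against 12.2 to 57.8 in the other pools. In clusters 3 and 9 alone 13 genes passed, and with only the 2 groups fitted 3. Without these 3 pools, with 1 KO-T pool left, 8 genes passed, without Cnp (0.91, adjusted p = 0.0867). The number was 163, 4 and 17 without KO-T replicates 1, 2 and 3, and 167 and 270 without KO replicates 2 and 3.

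Neurons of KO-T pools held more Ubb (402 ± 27.5 against 169 ± 54.2 CPM, log2 fold change 1.26 ± 0.17, adjusted p = 0.00618) and Tuba1a (208 ± 3.82 against 105 ± 15.6 CPM, 1.0 ± 0.14, adjusted p = 0.00618) than neurons of KO pools. The calls of Ubb and Tuba1a were lost without KO-T replicate 2 (adjusted p = 0.0565 each). Of the 5 debris-linked genes 2 rose (5 adjusted over the list alone, adjusted p = 0.0363 with an estimated correlation), which is not independent evidence. In neurons 14 genes rose and 3 fell. Ribosomal protein genes gave 0.40% to 0.43% of neuronal UMIs in KO-T, above the KO pools, and with that share as a covariate 0 genes passed with edgeR, as with only the 2 groups fitted. The number was 0 (with edgeR) and 10 without KO-T replicates 2 and 3, and 57, 10 and 7 without KO replicates 1, 2 and 3. In endothelial nuclei 8 genes rose and 3 fell, among them the exchange factor gene Net1, up from 103 ± 33.2 to 354 ± 36.3 CPM (1.73 ± 0.35, adjusted p = 0.00643). The endothelial number was 17, 2 and 6 without KO-T replicates 1, 2 and 3, and 28 and 42 without KO replicates 2 and 3. Without the 3 pools with high Fkbp5, with 1 KO-T pool left, 0 neuronal genes and 1 endothelial gene passed with edgeR.

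**Figure D3:**
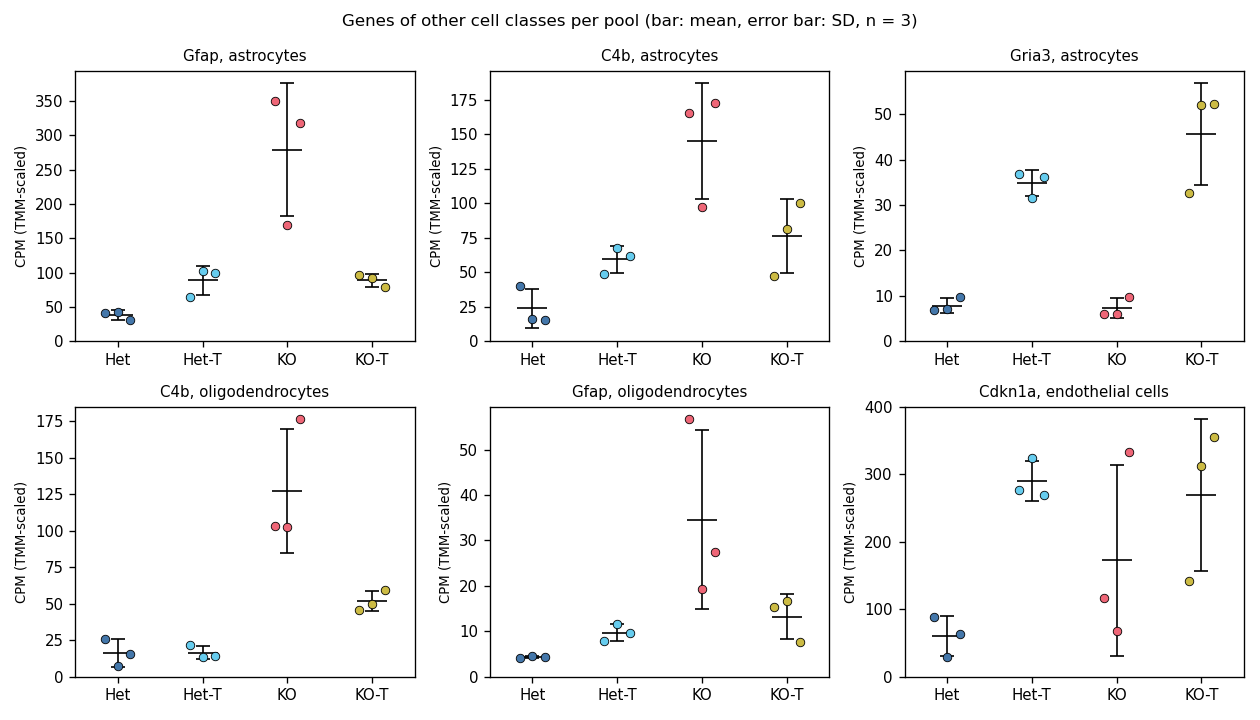
Expression of Gfap, C4b and Gria3 in astrocyte-like nuclei, of C4b and Gfap in oligodendrocyte-like nuclei and of Cdkn1a in endothelial-like nuclei, in TMM-scaled CPM, for the 3 pools of each group (points) with the mean and SD (bars). The means of Gfap and C4b are highest in KO, and Gria3 is higher in both transplanted groups than in both untransplanted groups.

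KO-T against Het-T asked which differences between the genotypes are seen after replacement. In microglia, Ptgds, a prostaglandin D synthase, was at 1372 ± 49.5 CPM in KO-T and 611 ± 49.3 CPM in Het-T (log2 fold change 1.16 ± 0.14, adjusted p = 7.2e-06), and the clock gene Per3 at 151 ± 26.8 against 46.1 ± 7.71 CPM (1.73 ± 0.27, adjusted p = 0.000486). Ptgds also rose in astrocytes, from 349 ± 12.4 to 751 ± 43.4 CPM (1.10 ± 0.12, adjusted p = 0.00143), and in endothelial nuclei, from 808 ± 245 to 1715 ± 134 CPM (1.09 ± 0.20, adjusted p = 0.000579). Oligodendrocytes of KO-T replicates 2 and 3 held far more Ptgds, so its rises in other classes may include their RNA. No disease gene of 23 passed in microglia, over all genes or over the list alone (camera adjusted p = 0.00068 with the preset and 0.538 with an estimated correlation), with Spp1 (1.80 ± 0.70, adjusted p = 0.863) and Ctsb (0.38 ± 0.17, adjusted p = 0.835) among those that did not pass. The list is not independent evidence. In microglia, mostly donor-rich in both groups, 6 genes rose and 1 fell (391 at an unadjusted p under 0.05, 360.1 expected by chance). The number was 16, 3 and 2 without KO-T replicates 1, 2 and 3.

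In oligodendrocytes, 77 genes rose and 42 fell in KO-T against Het-T. Het-T nuclei lay 71.6% in cluster 3 and 27.1% in cluster 9, and KO-T nuclei 51.7% in cluster 5 and 27.5% in cluster 15 (31, 633 and 491 in cluster 5 per KO-T pool). In clusters 3 and 9 alone 10 genes passed, 7 up and 3 down. Gstp1, a glutathione transferase, rose from 16.6 ± 4.95 to 88.6 ± 35.2 CPM (log2 fold change 2.51 ± 0.28, adjusted p = 0.000533). C4b was at 51.6 ± 6.81 CPM in KO-T and 16.5 ± 4.29 in Het-T (1.62 ± 0.29, adjusted p = 0.0192), the single gene of 11 on the reactive-glia list to pass (4 up adjusted over the list alone, adjusted p = 0.243 with an estimated correlation). Without the 3 pools with high Fkbp5, with 1 KO-T pool left, no gene passed with edgeR, and Gstp1 was at a log2 fold change of 1.58 (adjusted p = 0.108). The number was 4, 16 and 16 without Het-T replicates 1, 2 and 3, and 527, 3 and 2 without KO-T replicates 1, 2 and 3. C4b lost its call without any single pool except KO-T replicate 1 (adjusted p = 0.0696 to 0.146).

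In endothelial nuclei, some interferon-induced and antigen presentation genes were lower in KO-T than in Het-T. Ifitm3 fell from 1521 ± 387 to 608 ± 181 CPM (log2 fold change -1.32 ± 0.22, adjusted p = 0.000181) and Isg15, a ubiquitin-like interferon product, from 543 ± 109 to 187 ± 46.5 CPM (-1.52 ± 0.27, adjusted p = 0.000523). Of 15 interferon-response genes 1 fell (4 adjusted over the list alone), and of 6 antigen presentation genes 2 fell (4 over the list alone), with adjusted p = 0.154 for each list with an estimated correlation. Both genes were also lower in KO than in Het (Ifitm3 -1.39, adjusted p = 7.85e-05, and Isg15 -1.86, adjusted p = 0.000144). The endothelial ribosomal share was 1.21% to 1.33% in KO-T and 1.52% to 1.84% in Het-T, and with it as a covariate Isg15 lost its call (-1.25, adjusted p = 0.189). Endothelial nuclei gave 15 genes up and 12 down. Their number was 11, 41 and 16 without Het-T replicates 1, 2 and 3, and 52, 9 and 9 without KO-T replicates 1, 2 and 3. In astrocytes 15 genes rose and 3 fell. The astrocyte number was 4, 6 and 3 without Het-T replicate 1, 2 and 3, and 112, 3 and 3 without KO-T replicate 1, 2 and 3. In neurons Vps50 (1.32 ± 0.18, adjusted p = 0.0146) and Ptgds (1.06 ± 0.16, adjusted p = 0.0164) rose and no gene fell, with edgeR and with DESeq2 (564 genes at an unadjusted p under 0.05). Their number was 0 without Het-T replicate 1 or 3 or KO-T replicate 2 or 3 (adjusted p = 0.0955 to 0.176 for Vps50 and 0.135 to 0.267 for Ptgds).

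**Figure D4:**
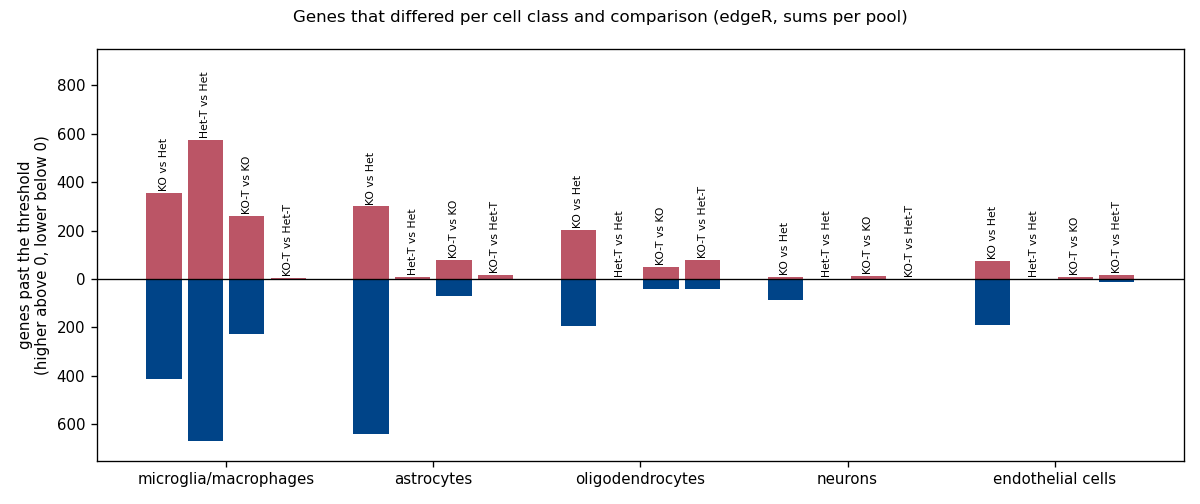
Number of genes up and down at an adjusted p under 0.05 (edgeR) per cell class and comparison of groups. Microglia/macrophage-like nuclei have most genes in Het-T against Het and in KO-T against KO, astrocyte-like nuclei in KO against Het and oligodendrocyte-like nuclei in KO-T against Het-T.

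Over the genes called in KO against Het, the difference between KO-T and Het-T, which shares no pool with it, was smaller. The slope of the log2 fold changes after replacement on those before it was 0.128 in microglia, 0.234 in astrocytes, 0.344 in oligodendrocytes, 0.252 in endothelial nuclei and 0.047 in neurons, where 1 would mean an equal difference. In that order 66.1%, 81.6%, 80.4%, 82.3% and 52.6% of these genes kept their sign, against 53.9%, 61.2%, 62.1%, 60.1% and 49.3% of all genes. Selecting genes for a large difference lowers each slope. A KO run effect may lower it too, as may, in microglia, the mostly donor-rich nuclei of Het-T and KO-T. KO against Het and KO-T against KO share the KO pools. Called in opposite directions in both were 111 genes in microglia, 69 in astrocytes, 44 in oligodendrocytes, 16 in neurons and 4 in endothelial nuclei. Simulations without a return (20) gave at most 2 per class, but a KO run effect can give them. In microglia 192 genes rose and 266 fell both in Het-T and in KO relative to the shared Het pools. For these 458, simulations without a change gave 0.15 on average, and independent lists would give 66.7. Part of the excess may come from the shared Het pools, and part of the falls from astrocyte RNA, which fell in both. The number was not recomputed without the Gpc5 subcluster.

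No cell type changed its share of nuclei after adjustment over 11 types. Microglia made up 9.40 ± 3.02% of nuclei in Het-T and 4.11 ± 0.738% in Het (log2 fold change 1.19 ± 0.35, adjusted p = 0.0591), and they passed without Het-T replicate 2 (adjusted p = 0.0317) or Het replicate 1 (adjusted p = 0.0461). Microglia were at 4.94 ± 1.24% in KO and 6.88 ± 1.45% in KO-T. Astrocytes made up 60.5 ± 1.05% in Het, 40.5 ± 7.57% in Het-T, 46.4 ± 10.0% in KO and 47.5 ± 7.61% in KO-T.

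Within transplanted pools, Gfp-positive microglia were compared with Gfp-negative ones of the same pool. Nav3, a homeostatic microglia gene, was lower in Gfp-positive nuclei (log2 fold change -3.64, adjusted p = 3.51e-23), as were Csmd3 (-3.14, adjusted p = 2.13e-12) and Klf12 (-3.44, adjusted p = 6.91e-06). Apoe was higher (0.58, adjusted p = 0.000123, in 6 of 6 pools), as was Dach1 (1.23, adjusted p = 0.00187, in 4 of 6 pools), a call lost without Het-T replicate 1 (adjusted p = 0.231) or Het-T replicate 3 (adjusted p = 0.131). With a limit of 2 Gfp UMIs, Nav3 (adjusted p = 0.264), Csmd3 and Klf12 (0.521 each) lost their calls, Apoe was at -0.03 (adjusted p = 0.978), and Gfp alone passed. That limit leaves 4, 1 and 9 positive nuclei in the Het-T and 0, 2 and 0 in the KO-T pools, too few to judge these genes. In KO-T pools alone Csmd3 (adjusted p = 0.117) and Klf12 (adjusted p = 0.122) did not pass. With nuclei thinned to equal depth Nav3 and Csmd3 passed, and Apoe (0.48, adjusted p = 0.983) and Dach1 (adjusted p = 0.423) did not. Without a filter on low counts Apoe and Dach1 did not pass either (adjusted p = 0.749 and 0.192). Besides Gfp itself, these 2 genes rose and 11 fell (14 in all, 8 without Het-T replicate 1 and 9 without Het-T replicate 3). Of 14 homeostatic genes 3 fell (4 adjusted over the list alone, adjusted p = 0.289 with an estimated correlation), of the study's 13 marrow-derived genes 1 rose (2 over the list alone, adjusted p = 0.334 with an estimated correlation). Of 13 general marrow-derived genes, none passed (1 over the list alone, adjusted p = 0.289 with an estimated correlation). The homeostatic list and the study's marrow-derived list are not independent evidence. Gfp-negative nuclei include donor nuclei in which the transcript was missed, which dilutes these differences.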

Values the study reported

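For donor-derived microglia-like cells, the study reported Hexb mRNA at 61.49 ± 2.39% of the level in the remaining host microglia. Their hexosaminidase activity was given as 70.72 ± 0.98% of that of the host cells.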

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

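The splits of the pools and the test of homeostatic transcripts were chosen after the results were seen, whereas the tests of donor-derived nuclei and of a shared run effect were set before. The results of this part stand out because the change with transplantation differed between the genotypes, by the interaction term of the edgeR fit. In microglia 202 genes passed that test, 78 with a more positive change in KO and 124 with a more negative one. Interferon-response genes, induced in antiviral defence, took part: none of 15 was more positive and 3 were more negative (0 and 8 adjusted over the list alone), with a median difference of -1.05 and adjusted p = 0.0346 with an estimated correlation. Of 14 genes of astrocyte homeostasis, which in this class measure RNA of other cells, 5 were more positive (10 adjusted over the list alone, adjusted p = 0.0346 with an estimated correlation). Of 23 disease genes 1 was more positive and 4 were more negative (2 and 10 adjusted over the list alone, adjusted p = 0.178 with an estimated correlation). Of the study's 13 marrow-derived genes 3 were more negative (5 adjusted over the list alone, adjusted p = 0.0622 with an estimated correlation), and neither of these lists is independent evidence. Without KO replicate 2 the number was 308. Of 100 splits of the 12 pools, 7 gave as many genes with the real one included. The highest other, 1213, exchanged the labels of the Het and Het-T pools alone, so its term adds the changes with transplantation of both genotypes. All 6 others with as many genes kept the Het and Het-T pools apart and so hold the change with transplantation itself. The splits are therefore no exact test of the interaction, and whether chance can be excluded is not settled.

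In astrocytes 8 genes passed the interaction term. The number was 3 without Het-T replicate 3, 4, 3 and 2 without Het replicates 1, 2 and 3, 2, 2 and 5 without KO-T replicates 1, 2 and 3, and 17, 30 and 20 without KO replicates 1, 2 and 3. Whether chance can be excluded is not settled for it, with 5 of 100 splits as high and 264 genes as the highest other, in a split that keeps the KO and KO-T pools apart and so holds their difference. In oligodendrocytes 11 passed, with 2, 4 and 2 without Het-T replicates 1, 2 and 3, 5, 3 and 2 without Het replicates 1, 2 and 3, 23, 3 and 3 without KO-T replicates 1, 2 and 3, and 43 and 68 without KO replicates 2 and 3. Chance is not settled there either, with 14 of 100 splits as high and 145 as the highest other, in a split that sets KO-T replicates 2 and 3 and KO replicate 3, the pools with high Fkbp5, apart from the other KO and KO-T pools, a structure of the samples. In neurons 7 passed, and 2 of 100 splits gave as many, with 10 as the highest other, which does not settle whether chance can be excluded, since the splits are no exact test. That number was 0 without any 1 of Het-T replicates 1 and 2, the Het replicates and the KO-T replicates, 1 without Het-T replicate 3 or KO replicate 3, 3 without KO replicate 2 and 43 without KO replicate 1. The full set of pools gave 1030 neuronal genes at an unadjusted p under 0.05, and 11 passed with DESeq2. In endothelial nuclei 13 passed, and 2 of 100 splits gave as many, with 15 as the highest other, so whether chance can be excluded is not settled there either. The endothelial number was 8 without Het-T replicate 3, 7 without Het replicate 1, 21 and 6 without KO-T replicates 1 and 2, and 25 and 31 without KO replicates 2 and 3.

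Host-rich microglia of KO-T pools lay mostly in the homeostatic-like subcluster 1 (69.9 ± 10.9%), and those of KO pools mostly elsewhere (13 ± 8.66% in it). Donor nuclei with a marrow profile counted as host are argued against. In these KO-T nuclei 19 marrow genes stood at a median of 7.1% (quartiles 1.5 to 11.9) of the way from Het host-rich to donor-rich. Clustering sorts nuclei by expression, so donor nuclei with a host-like profile stay open. An effect of the run on RNA of all classes was tested with the 53 genes called between KO-T and KO in host-rich nuclei. They moved by a median of 1.27 there and, in that direction, by 0.2 in astrocytes, 0.17 in oligodendrocytes and 0.14 in neurons. These genes were chosen for their change in host-rich nuclei, which alone favours a smaller change in other classes. The test therefore cannot decide whether a shared run effect is the cause. Of these genes 71.7%, 65.9% and 72.7% moved in that direction in the 3 classes, so a shared part stays open. Host nuclei may hold more homeostatic transcripts after transplantation, but this stays open, with a median of 0.28 for 17 homeostatic genes, 3 of them up (adjusted p = 0.32 with an estimated correlation). A run effect confined to microglia was not tested and cannot be separated from the group.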

How the results depend on the processing

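Of 493 genes named by the rule, 411 were called, and of these 129 were called under every alternative and 282 lost their call under at least 1, while 37 that were not called passed under at least 1. The direction reversed for 5. Spp1 in microglia for KO-T against KO was -1.06 with the ribosomal share as a covariate, and with the same covariate Tubb2a in astrocytes was 0.10, Ndn in neurons 0.71 and Atp6v0c in neurons 0.29 for KO against Het. Apoe in Gfp-positive against Gfp-negative microglia was -0.03 with a limit of 2 Gfp UMIs. With RLE size factors, with microglia lacking a Gfp UMI, with mixed subclusters added to the host-rich ones and with cluster 13 left out of astrocytes, each number of called genes stayed within 1.5 times the one reported. Neither RLE nor DESeq2 moved the median log2 fold change of all genes by over 0.1. Few small changes are recovered at this depth, spread and number of pools: in simulated counts 0% to 14.1% of genes changed 1.5-fold were called, and 78.4% to 92% of those changed 4-fold. Except where more genes or fewer pools entered the test, the cause was not tested. Alternatives chosen after seeing the data were the ribosomal covariate, the pools with high Fkbp5 left out, subcluster 6 left out, clusters 3 and 9 alone, cluster 13 left out of astrocytes and the largest neuron cluster, and the others were planned. The matrix numbers do not pair the pools, since for pools of the same number the profiles relative to their groups correlated at -0.58 to 0.28, above 0.1 in 4 of 18 pairs, and the best partner of a pool had its number in 3 of 12. All alternatives set for a result ran. The numbers of called genes that moved by over 1.5 times follow, by setting, with edgeR unless DESeq2 is named (counts at an unadjusted p were not kept for alternatives).

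Without a filter on low counts, where more genes were tested, microglia gave 21 for KO-T against Het-T and 348 for the interaction. Astrocytes gave 40 for Het-T against Het, 676 for KO-T against KO, 125 for KO-T against Het-T and 114 for the interaction. Oligodendrocytes gave 901 for KO against Het, 28 for Het-T against Het, 456 for KO-T against KO, 578 for KO-T against Het-T and 116 for the interaction. Neurons gave 288 for KO against Het, 61 for Het-T against Het, 176 for KO-T against KO, 33 for KO-T against Het-T and 163 for the interaction. Endothelial nuclei gave 13 for Het-T against Het, 22 for KO-T against KO, 43 for KO-T against Het-T and 27 for the interaction. With DESeq2, microglia gave 299 for KO-T against KO and 4 for KO-T against Het-T. Astrocytes gave 29 for Het-T against Het, 407 for KO-T against KO, 109 for KO-T against Het-T and 47 for the interaction. Oligodendrocytes gave 20 for the interaction. Neurons gave 5 for Het-T against Het, 30 for KO-T against KO and 11 for the interaction. Endothelial nuclei gave 90 for KO against Het, 0 for Het-T against Het and 7 for the interaction. With only the 2 groups compared in the fit, so fewer pools, microglia gave 14 for KO-T against Het-T. Astrocytes gave 8 for KO against Het, 31 for Het-T against Het, 8 for KO-T against KO and 217 for KO-T against Het-T. Oligodendrocytes gave 46 for KO against Het, 35 for Het-T against Het, 3 for KO-T against KO and 764 for KO-T against Het-T. Neurons gave 0 for KO against Het, 6 for Het-T against Het and 0 for KO-T against KO. Endothelial nuclei gave 148 for KO against Het, 22 for Het-T against Het, 7 for KO-T against KO and 103 for KO-T against Het-T. With doublets kept, microglia gave 507 for KO against Het. Oligodendrocytes gave 0 for the interaction. Neurons gave 1 for KO-T against Het-T and 1 for the interaction. Endothelial nuclei gave 1 for Het-T against Het and 6 for the interaction. With the matrix number as a replicate block, microglia gave 11 for KO-T against Het-T. Astrocytes gave 84 for KO-T against KO, 6 for KO-T against Het-T and 5 for the interaction. Oligodendrocytes gave 45 for KO-T against KO and 2 for the interaction. Neurons gave 49 for KO against Het, 1 for Het-T against Het, 6 for KO-T against KO, 1 for KO-T against Het-T and 0 for the interaction. With the share of ribosomal UMIs as a covariate, microglia gave 314 for KO-T against KO and 334 for the interaction. Astrocytes gave 8 for KO against Het and 14 for KO-T against KO. Oligodendrocytes gave 780 for KO against Het, 41 for KO-T against KO, 24 for KO-T against Het-T and 29 for the interaction. Neurons gave 0 for KO against Het, 0 for KO-T against KO and 0 for the interaction. Endothelial nuclei gave 59 for KO against Het, 6 for Het-T against Het, 36 for KO-T against KO and 34 for the interaction. Without the 3 pools with high Fkbp5, which leaves 1 KO-T and 2 KO pools, the lone one assumed to vary like the others, microglia gave 433 for KO against Het, 112 for KO-T against KO, 4 for KO-T against Het-T and 122 for the interaction. Astrocytes gave 538 for KO against Het, 23 for Het-T against Het, 13 for KO-T against KO, 2 for KO-T against Het-T and 2 for the interaction. Oligodendrocytes gave 239 for KO against Het, 6 for Het-T against Het, 8 for KO-T against KO, 0 for KO-T against Het-T and 5 for the interaction. Neurons gave 0 for KO against Het, 5 for Het-T against Het, 0 for KO-T against KO, 0 for KO-T against Het-T and 0 for the interaction. Endothelial nuclei gave 160 for KO against Het, 23 for Het-T against Het, 1 for KO-T against KO, 5 for KO-T against Het-T and 8 for the interaction. Without subcluster 6, microglia gave 471 for KO against Het and 12 for KO-T against Het-T. In clusters 3 and 9 alone, oligodendrocytes gave 215 for KO against Het, 8 for Het-T against Het, 13 for KO-T against KO, 10 for KO-T against Het-T and 5 for the interaction. With the gene range of 300 to 4500 as the only filter, neurons gave 45 for KO against Het, 3 for KO-T against KO, 1 for KO-T against Het-T and 1 for the interaction. Endothelial nuclei gave 433 for KO against Het, 5 for Het-T against Het and 63 for KO-T against Het-T. In neuron clusters above the median for Slc17a6, there were 21 for KO against Het, 0 for Het-T against Het, 3 for KO-T against KO, 0 for KO-T against Het-T and 0 for the interaction. In the largest neuron cluster, there were 48 for KO against Het, 2 for KO-T against KO, 1 for KO-T against Het-T and 3 for the interaction.

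Leaving out 1 pool at a time gave 447 to 901 for KO against Het, 251 to 509 for KO-T against KO, 2 to 16 for KO-T against Het-T and 136 to 308 for the interaction in microglia. In astrocytes the range was 187 to 1289 for KO against Het, 7 to 10 for Het-T against Het, 13 to 401 for KO-T against KO, 3 to 112 for KO-T against Het-T and 2 to 30 for the interaction. Oligodendrocytes ranged from 64 to 1052 for KO against Het, 2 to 3 for Het-T against Het, 4 to 270 for KO-T against KO, 2 to 527 for KO-T against Het-T and 2 to 68 for the interaction. Neurons ranged from 18 to 128 for KO against Het, 0 to 2 for Het-T against Het, 0 to 57 for KO-T against KO, 0 to 2 for KO-T against Het-T and 0 to 43 for the interaction. Endothelial nuclei ranged from 106 to 289 for KO against Het, 0 to 1 for Het-T against Het, 2 to 42 for KO-T against KO, 9 to 52 for KO-T against Het-T and 6 to 31 for the interaction. Host-rich microglia ranged from 240 to 516 for KO against Het and 23 to 105 for KO-T against KO. For Gfp-positive against Gfp-negative microglia, 1 gene passed with a limit of 2 UMIs, 3 after thinning, 6 in KO-T pools alone, 9 in Het-T pools alone, and 8 to 17 without 1 pool. For Het-T against Het the share of 2 cell types, microglia and fibroblasts, differed with neurons and oligodendrocytes left out of the total, and that of 1, microglia, with doublets kept, where no type had differed. Without 1 pool 0 to 4 types differed for Het-T against Het (1 without Het-T replicate 2, 4 without Het replicate 1), and at a Leiden resolution of 2 the share of 1 type, T/NK-like nuclei, differed for KO-T against KO.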

Other observations

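The genes and clusters of this part were chosen after their values were seen, as were the splits and all tests of the ribosomal and Xist patterns except that of depth. Fkbp5, a cochaperone induced by glucocorticoids, was high in 3 pools and in several classes at once. In astrocytes it was at 120.2 CPM of class UMIs in KO replicate 3 and at 100.1 and 124.1 in KO-T replicates 2 and 3, against 1.7 to 16.5 in the other 9 pools. In oligodendrocytes it was at 254.3, 302.0 and 362.1 CPM in the same pools, against 12.2 to 57.8, and in microglia at 1044.2, 938.9 and 1323.5, against 82.9 to 355.5. The lipid droplet gene Plin4 in oligodendrocytes was at 66, 169.8 and 153.7 CPM, against 0 to 19.6. The prostaglandin synthase gene Ptgds in oligodendrocytes was at 13855.0, 10428.3 and 11179.0 CPM, against 572.3 to 5699.6. Zbtb16, a further gene induced by glucocorticoids, reached 61.7 and 135.6 CPM in microglia of KO-T replicates 2 and 3, against 3.6 to 12.2 in the other 10 pools.

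Some cell states came mainly from a few pools. The donor-rich subcluster led by F13a1, Vcam1 and Fkbp5 held 216 nuclei, 82 of them from KO-T replicate 2 and 64 from KO-T replicate 3. The interferon subcluster led by Mx1 held 96 nuclei, with 20, 18 and 33 from the Het-T pools and 3, 11 and 5 from the KO-T pools. Of 266 tanycyte-like nuclei, 202 came from KO replicate 2. Hexb in donor-rich nuclei was at 71.3 ± 15.3% of the host-rich level in Het-T pools (55.7%, 72.0% and 86.2%) and at 105.4 ± 29.3% in KO-T pools (117.5%, 72.0% and 126.6%). The KO-T value is higher than the one quoted from the study above. Host-rich nuclei of KO-T carry the deficient genotype, at 791.5, 1342.3 and 849.1 CPM of Hexb against 1567.8, 1337.1 and 1496.7 in Het-T. The ratios compare subclusters and not sorted cells, so the values are not like for like.

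Ribosomal and housekeeping transcripts were lower in KO than in Het pools in several classes, and a difference in depth is argued against, since the ribosomal share of astrocyte nuclei with 2000 to 3000 UMIs was 0.675 times that of Het, against 0.683 for all astrocyte nuclei. Less cytoplasm or free RNA in the KO run may account for it: of the 642 genes that fell in astrocytes, 95.5% of the 554 tested in neurons, 88.7% of the 594 in oligodendrocytes and 98.8% of the 343 in endothelial nuclei were negative there too, against 49.0%, 50.5% and 49.7% of all genes. An effect of the genotype that transplantation leaves as it is stays open, with a median of -0.28 for these genes in KO-T against Het-T and -0.83 in KO against Het. Each group was 1 run, so genotype and run cannot be told apart here.

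Xist, the RNA that coats the inactive X chromosome, was at 22.4 CPM in KO replicate 3 and at 1184.4 to 1799.5 CPM in the other 11 pools, and 3.42% of its nuclei held an Xist UMI against at least 81.8% elsewhere. Nuclei of a male animal are argued against, with Y-linked genes at 0.127% of their X-linked partners. A transcript that the counting missed is argued against as well, since 6 genes that escape X inactivation had a median log2 ratio to the other pools of -0.61, where the lowest other pool was at -0.12. A single X chromosome may account for it, with a median of -0.02 over 272 other X-linked genes (-0.05 to 0.05 in the other pools), and no other test of it was run.

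For the Gfp comparison 14 genes passed, 1 of them Gfp itself, whose call the groups fix. No other of 32 splits within pools gave over 2. They exchange small positive for large negative sums, so whether chance can be excluded is not settled. For the other comparisons 3 against 3 pools allow 10 splits, too few to judge chance. The real numbers and the highest other, in the order KO against Het, Het-T against Het, KO-T against KO and KO-T against Het-T, were as follows. Microglia had 767 and 0, 1246 and 0, 489 and 4, and 7 and 9. Astrocytes had 942 and 3, 12 and 0, 150 and 29, and 18 and 1. Oligodendrocytes had 398 and 1, 2 and 0, 93 and 347, and 119 and 0. Neurons had 95 and 4, 3 and 1, 17 and 0, and 2 and 0, and endothelial nuclei 266 and 1, 2 and 0, 11 and 13, and 27 and 0. Host-rich microglia had 378 and 0 for KO against Het and 53 and 29 for KO-T against KO. The oligodendrocyte split with 347 genes set KO replicate 3 and KO-T replicates 2 and 3 against the other 3 pools, which points to a structure of the samples, and the endothelial split with 13 was the same one.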
